A study of Homo sapiens with 30 samples. Its data were reported in "Loss of miR-200c-3p promotes resistance to radiation therapy via the DNA repair pathway in prostate cancer" (2024).

How the data were processed

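DU145 prostate cancer cells were profiled by 3′ RNA sequencing in 5 groups of 6 libraries each: parental cells (RS) and radioresistant cells (RR), both untransfected, and RR cells transfected with 66 nM of a control mimic (miR-neg), a miR-200c-3p mimic or a miR-92a-3p mimic. The authors sequenced the libraries on a NovaSeq instrument, checked reads with FastQC, trimmed adapters with Cutadapt and aligned with BWA; the submitters' processing notes name the build hg38. The versions, the gene annotation, the counting tool and any use of molecular identifiers are not stated. The deposited file holds counts per gene symbol, with 1 column per library. Replicate numbers and groups were taken from the labels.

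The file has 23505 lines, of which 2 named no gene (dates left by a spreadsheet, a median of 0.00964% of counts per library) and were left out; 1432 of the other 23503 had no count in any library. Library totals ranged from 1.26 to 7.95 M counts, with group medians of 2.61 (RS), 2.89 (RR), 1.73 (miR-neg), 3.87 (miR-200c) and 1.85 M (miR-92a), and 13211 to 16923 genes detected. The 10 most abundant genes took 9.66% to 12% of the counts. The common dispersion was 0.0189, a biological coefficient of variation of 0.138. At this depth the median standard error of a log2 fold change was 0.175 in RR against RS and 0.181 in miR-200c against miR-neg. On simulated counts with the depth and spread of miR-200c against miR-neg, edgeR found 40 of 100 genes changed by 0.5 and 83 of 100 changed by 1 on the log2 scale, with 7 unchanged genes among 130 called, and 0 in a simulation of miR-92a against miR-neg with no change; these simulations took the libraries as independent.

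Counts were analysed with R 4.3.3 and edgeR 4.0.16: TMM factors, filterByExpr by group (9186 genes kept), a model with 1 mean per group over all 30 libraries, robust dispersion estimates, and the quasi-likelihood test with the Benjamini-Hochberg threshold of 0.05. The 5 contrasts were RR against RS, miR-200c and miR-92a against miR-neg, miR-neg against RR, and miR-200c against miR-92a. The standard error of a fold change is the fold change over the square root of its F statistic. Means per group are of CPM.

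A total of 25 gene lists were fixed before the data were examined but after the paper had been read: epithelial, mesenchymal, reported targets of miR-200c and of miR-92a, G1/S, G2/M, end joining, homologous recombination, p53 response, HP1 and heterochromatin, NRF2 targets, NF-kB and cytokines, interferon response, ribosomal proteins, mitochondrially encoded genes, lysosome, unfolded protein response, cholesterol synthesis, actin cytoskeleton, hypoxia and glycolysis, the genes named in the study text, and markers of 4 kinds of other cells. Genes that the study picked out on these samples are also in the lists of heterochromatin (CBX5), miR-200c targets (CFL2), actin (CFL2 and MPRIP) and miR-92a targets (TOB1). Tests of these lists are therefore not wholly independent of the study. Lists with at least 3 tested members (21 lists) were tested with camera in limma 3.58.1 with a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists of a comparison. The genes named were also chosen by rules fixed beforehand: per comparison the 8 smallest p values on each side, up to 4 members of each list described, the genes named in the study text, ZEB1, ZEB2, EPCAM, CDH1 and MIR200CHG, and the 10 leading genes of the overlap. Of these 10, 1 is not reported.

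Seed sites (7 bases matching seed positions 2 to 8) were sought in the longest annotated 3′ region per gene of GENCODE 29 (GRCh38), found for 93% of tested genes. The difference in mean log2 fold change between genes with and without a site was tested with 100000 permutations within 10 classes of length, two-sided, in Python 3.11.15 with numpy 2.4.6. All 7-base words were scored in the same regions, after adjustment for length and AT content, and the lowest word was also picked in 2 pairs of libraries and tested in the pair left out, both after the data had been seen. Overlaps of lists were tested with Fisher's exact test over 8 tables. The effect of the common control was gauged with 20 simulations and with 20 splits of the miR-neg libraries into 3 and 3.

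Libraries of a group were compared for duplicates: the lowest chi-square per degree of freedom between any 2 was 1.38, above sampling noise, so none was counted as a copy. Libraries with consecutive numbers did resemble each other, within and between groups (exact test over all matchings within groups, 9999 permutations between groups, p = 1e-04, the smallest possible); the labels give no reason. The consensus correlation within such pairs was 0.152. Fits were therefore repeated on the sums of these pairs (15 samples, 3 per group), with and without the pair as a term. The model of the reported fits had been fixed before the data were examined and was kept.

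The alternatives fixed beforehand were other scaling factors, other filters, DESeq2 1.42.0, limma voom, the 12 libraries of a comparison alone, replicate number as a block, each replicate number left out, and minimum fold changes. The lowest ratio of a library's total to the median of its group was 0.482, above the limit set for leaving libraries out, so leaving such libraries out changed nothing. Chosen after the data had been seen were thinning to the smallest library, leaving out libraries that stood apart on a principal component (RS replicates 5 and 6, miR-92a replicates 1 and 2), untransfected RR as control, and the sums of consecutive libraries.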

Results

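The transcriptomes of 30 DU145 prostate cancer cell libraries were compared: parental cells (RS), their radioresistant derivative (RR), and RR cells transfected with a control mimic (miR-neg), a miR-200c-3p mimic (miR-200c) or a miR-92a-3p mimic (miR-92a), with 6 libraries per group. A total of 9186 genes had enough counts to be tested. Fold changes are on the log2 scale with their standard error, and adjusted p values come from the quasi-likelihood test of edgeR with the Benjamini-Hochberg correction over all genes tested. The labels do not say that the libraries of a group came from separate cultures, so the p values measure only the spread between these libraries, which may be technical. The paper describes a single radioresistant DU145 line, derived by repeated irradiation beside mock-irradiated cells. Resistance therefore cannot be told apart from other differences between RR and RS cells.

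The 6 libraries of a group did not behave as 6 independent samples. Libraries with consecutive numbers (1 and 2, 3 and 4, 5 and 6) resembled each other. Of the 15 ways to match 6 libraries into pairs, this matching gave the highest mean correlation in 4 of the 5 groups and ranked 2 in miR-neg (exact permutation test over 759375 combinations of matchings, one-sided, p = 2.63e-06). The resemblance was strongest in RR (mean r = 0.463 over 2848 abundant genes within pairs, -0.358 between other libraries) and in RS (0.226 and -0.275). Libraries of different groups with the same pair of numbers also resembled each other (mean r = 0.118, against -0.0576 for other pairs). The p values below treat all libraries as independent, so they overstate the evidence to an extent that is not known. Counts of genes are given beside those obtained after the consecutive libraries were summed, which leaves 3 samples per group. This structure was noticed, and these sums were made, after the data had been seen.

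Radioresistant cells had lost most of the host transcript of miR-200c, MIR200CHG, which fell (log2 fold change -2.88 ± 0.39, adjusted p = 5.62e-07, n = 6 against 6), and EPCAM, an epithelial adhesion protein, fell (-0.87 ± 0.09, adjusted p = 2.50e-09). CBX5, which encodes the heterochromatin protein HP1α, was higher in RR cells by 0.96 ± 0.12 (adjusted p = 2.77e-07), and CFL2, the actin-severing protein cofilin 2, by 0.47 ± 0.07 (adjusted p = 5.38e-06). For these 4 genes every RR library lay beyond every RS library. ZEB1, a repressor of epithelial genes (0.08 ± 0.18, adjusted p = 0.832), and CDH1, which encodes E-cadherin (-0.18 ± 0.22, adjusted p = 0.658), did not differ detectably. ZEB2 had 43 counts over all libraries and could not be tested. MIR200CHG itself rests on low counts, with a mean of 6.89 CPM in RS and 0.842 in RR.

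**Figure D1:**
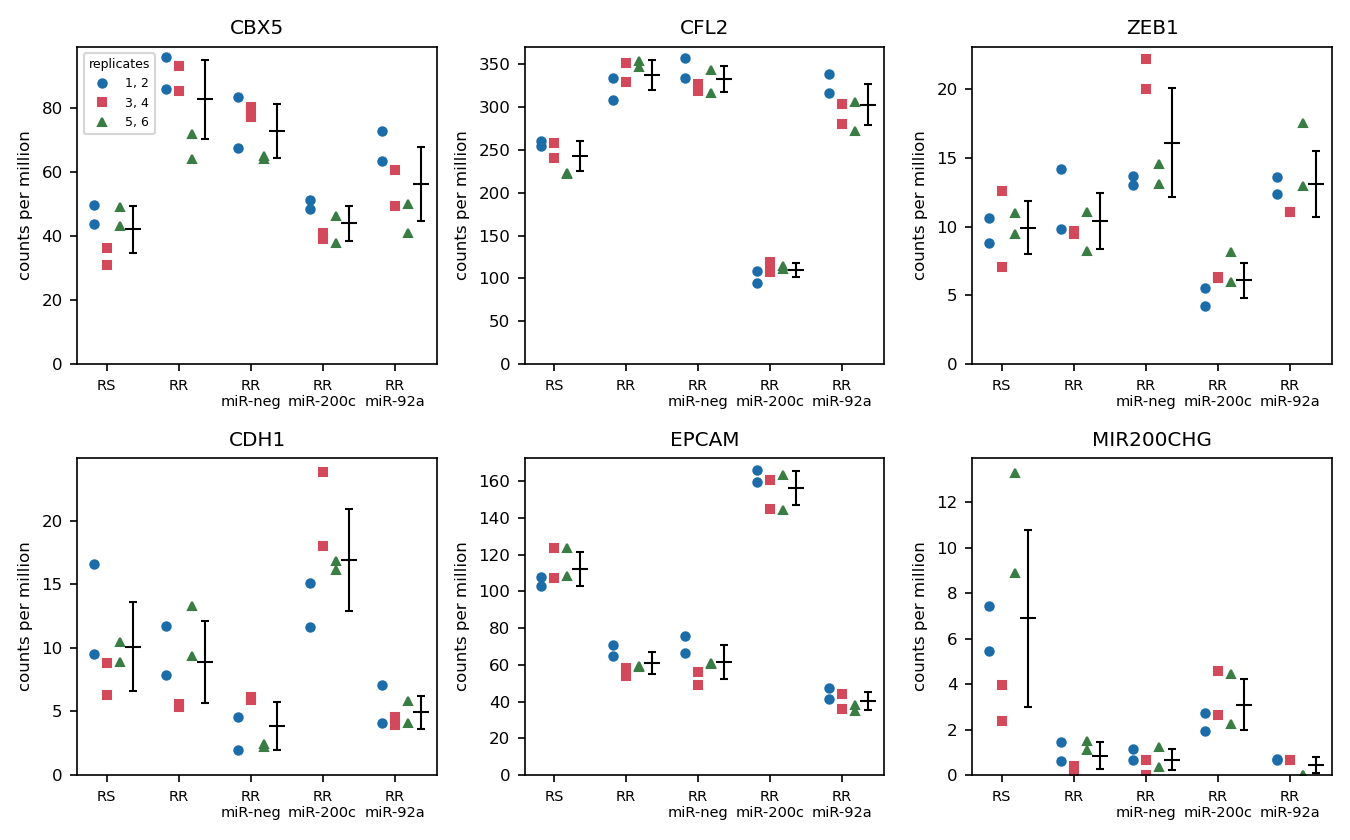
CPM, counts scaled to library size (vertical axes, starting at 0) of 6 genes in each library of the 5 groups; marker shape gives the pair of replicate numbers, and the black bar gives the mean ± SD of the 6 libraries. CFL2 averaged 333 CPM with miR-neg and 109 with miR-200c, and replicates drawn with the same marker often lie close together.

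Targets of NRF2, the transcription factor of the oxidative stress response, had the smallest camera p of all lists in RR cells, although NF-kB and cytokine genes moved further (medians 0.57 and -0.68). Of 33 members tested, 20 rose, 0 fell and 13 did not pass (23 when adjusted over the list alone, median 0.57, camera adjusted p = 3.87e-20, and adjusted p = 0.000693 with an estimated correlation). They included ABCC2, an export pump (3.63 ± 0.28), AKR1C2, an aldo-keto reductase (4.91 ± 0.40), PTGR1 (1.16 ± 0.11) and FTH1, the ferritin heavy chain (0.83 ± 0.09). The near-identical AKR1C1, AKR1C2 and AKR1C3 may share reads; without the 5 AKR members, 16 of 28 rose (median 0.55). Within the 3 pairs of libraries the median of the list was 0.34, 0.64 and 0.88, and on the summed libraries with an estimated correlation its adjusted p was 0.0425.

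Among hypoxia and glycolysis genes 5 of 20 rose and 0 fell (6 adjusted over the list alone, camera adjusted p = 0.000543, and adjusted p = 0.0209 with an estimated correlation), led by ALDOC, a glycolytic aldolase (3.08 ± 0.34), and ADM, adrenomedullin (1.81 ± 0.31). On the summed libraries the adjusted p with an estimated correlation was 0.119. NF-kB and cytokine genes went the other way. Of these, 14 of 26 fell, 1 rose and 11 did not pass (16 adjusted over the list alone, camera adjusted p = 7.23e-07, but adjusted p = 0.293 with an estimated correlation). BCL2A1, an apoptosis inhibitor, fell (-4.20 ± 0.48), LTB, lymphotoxin beta, (-4.54 ± 0.58) and IL32 (-2.17 ± 0.22). Of 41 lysosomal genes 15 rose and 3 fell (20 adjusted over the list alone, camera adjusted p = 0.000385, and adjusted p = 0.293 with an estimated correlation). Of 79 cytosolic ribosomal protein genes 18 rose and 2 fell (24 adjusted over the list alone, camera adjusted p = 6.18e-05, and adjusted p = 0.557 with an estimated correlation). Epithelial genes fell in 6 of 23 cases and rose in 1 (8 adjusted over the list alone, camera adjusted p = 0.0377, and adjusted p = 0.429 with an estimated correlation), among them KRT19 (-0.47 ± 0.10), CRB3 (-0.81 ± 0.18) and MAL2 (-1.36 ± 0.31).

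Genes of DNA repair and the cell cycle moved little as groups in the lists used here. The paper reported enrichment of cell cycle and end joining pathways among its differing genes, a measure unlike these list tests. PRKDC, the catalytic subunit of DNA-PK, rose by 0.63 ± 0.11 (adjusted p = 5.82e-05), the single change among 15 genes of non-homologous end joining (1 adjusted over the list alone, camera adjusted p = 0.655, list median -0.01, mean 0.05). RBBP8, which encodes the resection factor CtIP, fell (-0.75 ± 0.10, adjusted p = 3.63e-07), the single change among 29 genes of homologous recombination (1 adjusted over the list alone, camera adjusted p = 0.366). In the G1/S list 1 of 33 rose and 2 fell (2 adjusted over the list alone, camera adjusted p = 0.655), and in the G2/M list 2 of 40 rose and 3 fell (4 adjusted over the list alone, camera adjusted p = 0.164). Of the 9 genes named in the study text 6 rose: CBX5, CFL2, CLU, MTDH, MPRIP and TOB1 (6 adjusted over the list alone, camera adjusted p = 1.01e-05). These 6 were picked out by the study on these samples, so their direction here is not independent evidence. For CBX5 the paper also reported RT-qPCR in this comparison. TBK1, UBQLN1 and PRDX2 came from earlier work and were not past the threshold. TOB1 was not past the threshold on the summed libraries (adjusted p = 0.0589).

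In all, 1374 genes differed between RR and RS, 670 higher and 704 lower, and 236 of them by at least 1 on the log2 scale (151 higher and 85 lower). The balance of higher and lower genes depended on the scaling, with 567 and 854 by library size alone and 732 and 626 by the upper quartile. The smallest p values among higher genes belonged to TKTL1, a transketolase-like protein (4.04 ± 0.27), KRBOX1, ID3, an inhibitor of basic helix-loop-helix factors (1.60 ± 0.12), and ABCC2. Among lower genes they belonged to SFTA1P (-1.69 ± 0.09), CAVIN2, a caveolar coat protein (-2.04 ± 0.14), C15orf48 and DMKN (-0.87 ± 0.07). With consecutive libraries summed, 851 genes passed, 763 of them among the 1374. The 12 RR and RS libraries alone gave 886 genes. On the summed libraries, a regrouping of whole pairs that mixed RR and RS gave 828 genes, against 788 for the real grouping in the same fit. The number of genes by itself therefore does not set the real grouping apart.

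**Figure D2:**
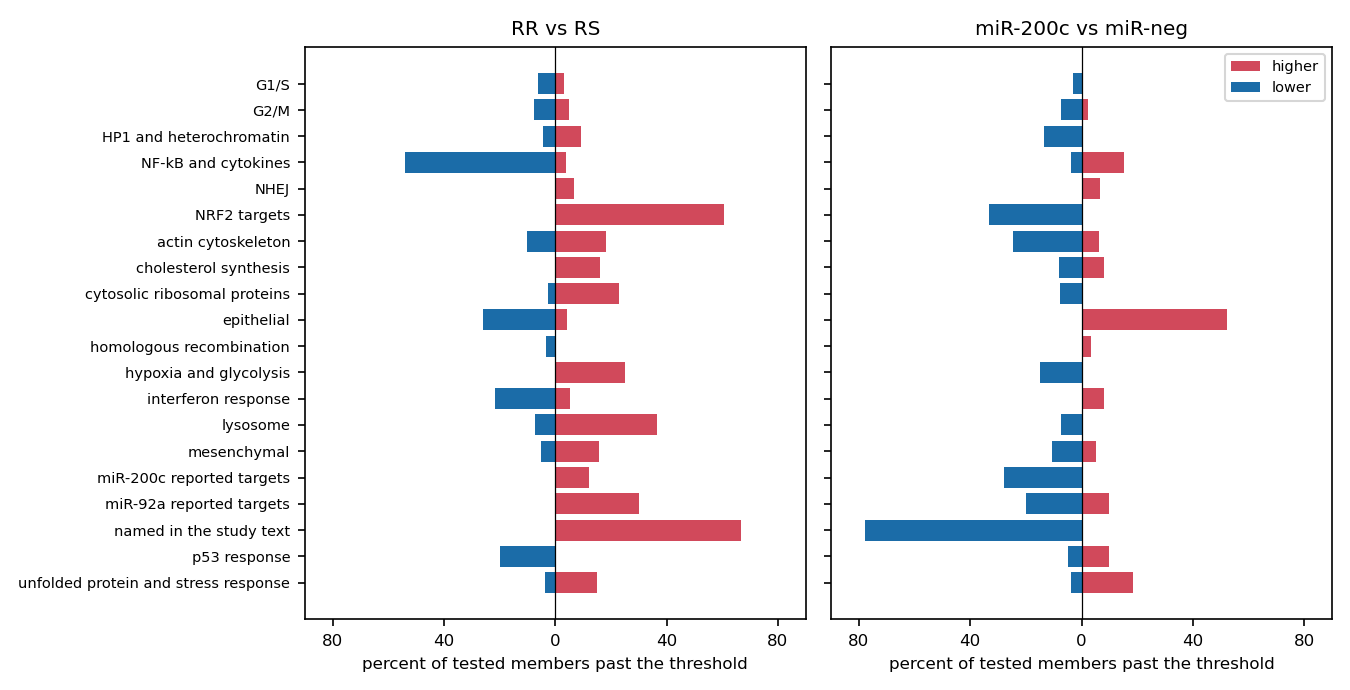
Percent of the tested members of each gene list that were higher (red, to the right of 0) or lower (blue, to the left) past an adjusted p of 0.05, in RR against RS and in miR-200c against miR-neg. NRF2 targets lie on opposite sides in the 2 panels (20 of 33 higher, 11 of 33 lower). The genes named in the study text, most of them picked out on these samples, lie further out on both sides.

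The miR-200c mimic lowered CFL2 by more than any other named gene relative to its error: CFL2 fell (-1.60 ± 0.07, adjusted p = 2.18e-20, n = 6 against 6 miR-neg libraries). ZEB1 fell (-1.35 ± 0.18, adjusted p = 6.30e-07), SEC23A, a vesicle coat protein, (-1.57 ± 0.13), and CBX5 (-0.72 ± 0.13, adjusted p = 8.73e-05). Epithelial genes rose: CDH1 by 2.18 ± 0.27 (adjusted p = 1.11e-07), EPCAM by 1.34 ± 0.09, the tight junction protein CLDN7 by 2.48 ± 0.23 and the splicing regulator ESRP1 by 2.93 ± 0.30. In all 6 miR-200c libraries each of these genes lay beyond every miR-neg library. For those chosen by their small p values this follows from the choice and is no further support.

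As groups, 12 of 23 epithelial genes rose and 0 fell (13 adjusted over the list alone, camera adjusted p = 8.26e-11, and adjusted p = 0.0035 with an estimated correlation). Of the targets of miR-200c known from the literature, 7 of 25 fell and 0 rose (7 adjusted over the list alone, camera adjusted p = 2.09e-05, and adjusted p = 0.000274 with an estimated correlation). NRF2 targets fell in 11 of 33 cases and rose in 0 (15 adjusted over the list alone, median -0.33, camera adjusted p = 4.22e-08, and adjusted p = 0.0249 with an estimated correlation), with NQO1, a quinone reductase, at -1.10 ± 0.09 and HMOX1, heme oxygenase 1, at -1.62 ± 0.20. On the summed libraries the adjusted p of this list with an estimated correlation was 0.123, and that of the epithelial and the target list 0.0128 each. Of 49 actin cytoskeleton genes 12 fell and 3 rose (17 adjusted over the list alone, camera adjusted p = 0.00131, and adjusted p = 0.181 with an estimated correlation), among them ARPC1A, a subunit of the Arp2/3 complex (-1.25 ± 0.09), RDX, radixin (-1.11 ± 0.11), and RHOA (-0.44 ± 0.07). Of 22 genes of HP1 and heterochromatin 3 fell, CBX5, ATRX (-0.54 ± 0.14) and LBR (-0.36 ± 0.10), and 19 did not pass (3 adjusted over the list alone, camera adjusted p = 0.00925, and adjusted p = 0.228 with an estimated correlation). LBR was not past the threshold on the summed libraries. CBX5 here, CFL2 in the target and actin lists, and MPRIP in the actin list had been picked out by the study on these samples.

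The epithelial list was itself lower with the control mimic than in untransfected RR (3 of 23 lower and 1 higher, camera adjusted p = 0.00356), a call lost with an estimated correlation (adjusted p = 0.665). Against untransfected RR, a comparison chosen after the data had been seen, 9 of 23 epithelial genes were higher with miR-200c and 4 lower (13 adjusted over the list alone, mean 0.37 in place of 0.77, camera adjusted p = 0.000733), and the call was lost with an estimated correlation (adjusted p = 0.18). CDH1 was higher by 0.84 ± 0.20 and ZEB1 lower (-0.76 ± 0.18) in that comparison, whereas EPCAM kept its change (1.35 ± 0.09). The lists of miR-200c targets (adjusted p = 0.00033) and NRF2 targets (adjusted p = 0.0331) kept their calls with an estimated correlation.

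Of the 9 genes named in the study text 7 fell with miR-200c (7 adjusted over the list alone, camera adjusted p = 4.22e-08), of which PRDX2 alone (-0.32 ± 0.08) had not been picked out on these samples, and 2, TBK1 (-0.06 ± 0.15) and UBQLN1 (0.04 ± 0.15), did not differ detectably. On the summed libraries CBX5 (adjusted p = 0.00926), CFL2 and CLU (adjusted p = 0.00911) remained past the threshold, whereas PRDX2 (adjusted p = 0.0999), MTDH (adjusted p = 0.149) and TOB1 (adjusted p = 0.133) did not. MIR200CHG rose by 2.03 ± 0.53 from 0.671 to 3.10 CPM, a call that was also lost on the sums (adjusted p = 0.0557). Among 15 end joining genes XRCC4 was the single change (0.52 ± 0.15, 1 adjusted over the list alone, camera adjusted p = 0.688). Among 29 homologous recombination genes it was RPA2 (0.32 ± 0.10, 0 adjusted over the list alone, camera adjusted p = 0.177), which was not past the threshold on the sums (adjusted p = 0.12). Not all of the 9 lists past the preset test in this comparison are described. The G1/S and G2/M lists are not, although the paper reported cell cycle enrichment in it.

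In all, 934 genes differed between miR-200c and miR-neg, 493 higher and 441 lower, and 129 of them by at least 1. Scaling by library size alone moved this balance to 687 higher and 326 lower, and the upper quartile turned it to 441 and 508. With consecutive libraries summed, 437 genes passed, 416 of them among the 934. Without replicate 4 in every group 602 genes passed, without replicate 5 586, and with all libraries thinned to the smallest total 567.

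Genes with a match to the miR-200c-3p seed in the 3′ untranslated region were lower as a class. Of 8547 tested genes with an annotated 3′ region, 1737 held the site CAGTATT, and their mean change in miR-200c against miR-neg was -0.0874, against -0.00382 for the 6810 others. The difference was -0.0835 ± 0.01 (permutation test within classes of length, two-sided, p = 1e-05, the smallest that 100000 resamples can give). Within the 3 pairs of libraries it was -0.0643, -0.141 and -0.0517. The site occurred in 34.9% of the lower genes, 16% of the higher and 20.3% of all. ZEB1 holds 6 sites, CFL2 3, CBX5 2 (chromosome 12, 54239066 to 54239072 and 54234560 to 54234566 on GRCh38), and UBQLN1 2, whereas CLU and PRDX2 hold 0. In RR against RS, site genes did not differ detectably from the others (difference 0.0177 ± 0.0103, permutation test, p = 0.511). Genes are not independent replicates, so these p values describe the class of genes and not new samples.

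**Figure D3:**
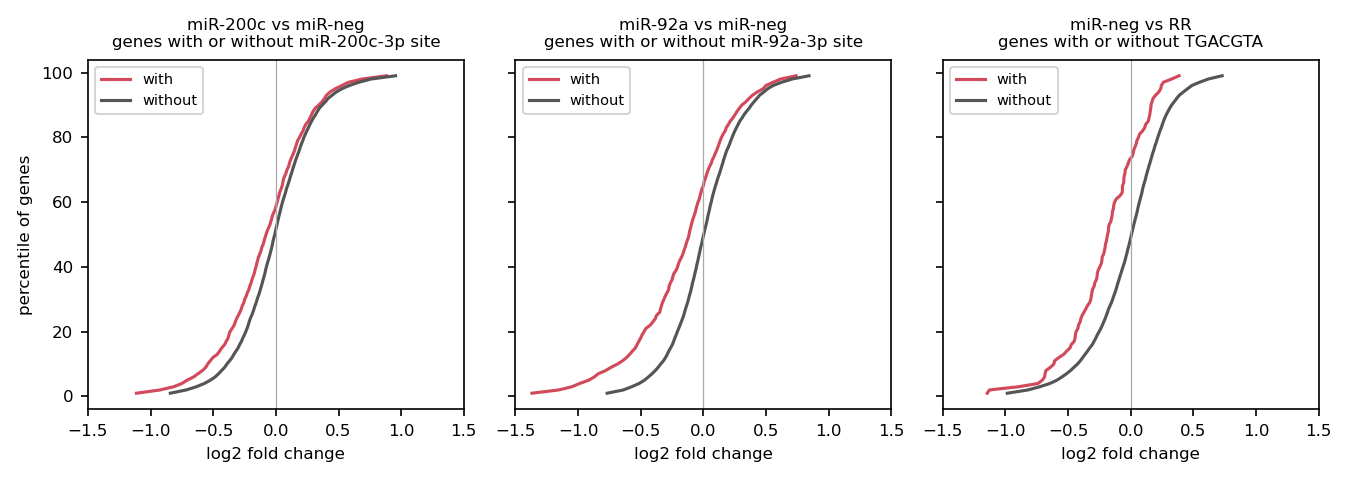
Percentile of genes (vertical axis) against log2 fold change (horizontal axis) for genes with (red) and without (grey) a word in the 3′ region, in 3 comparisons. The red curve lies to the left of the grey by a mean of 0.0835 for the miR-200c site, 0.171 for the miR-92a site and 0.187 for TGACGTA. Unlike the sites, TGACGTA was picked as the lowest word in the comparison plotted, so its shift follows in part from that choice. In pairs of libraries left out of the choice its mean difference was -0.192.

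The changes with miR-200c ran against the differences between RR and RS cells. Of the 670 genes higher in RR than in RS, 100 were lower with miR-200c (32.2 if the lists were independent, odds ratio 4.20, Fisher's exact test, two-sided, adjusted p = 1.85e-25 over 8 tables), and of the 704 lower in RR, 138 were higher with miR-200c (37.8 if independent, odds ratio 5.58, adjusted p = 4.10e-44). Those moving the same way numbered 16 (36.0 if independent) and 18 (33.8 if independent). LRPAP1, EEF1D, CFL2, UGDH, EEF1A1, PMP22, PLOD2, ID2 and CBX5 were among the leading genes of the 100. The comparisons share no library. The log2 fold changes correlated at r = -0.29 (rho = -0.28) over 9186 genes, which are not independent replicates, against r = -0.05 (rho = -0.09) for miR-92a.

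For miR-92a the same tables held 41 genes higher in RR and lower with the mimic (21.5 if independent, odds ratio 2.12, adjusted p = 0.000108) and 51 lower in RR and higher with it (22.0 if independent, odds ratio 2.73, adjusted p = 2.94e-08). CFL2 (-0.14 ± 0.07, adjusted p = 0.314) and CBX5 (-0.37 ± 0.13, adjusted p = 0.0814) were not past the threshold with miR-92a, whereas LRPAP1 (-0.86 ± 0.13, adjusted p = 9.25e-06), PLOD2 (-0.45 ± 0.11, adjusted p = 0.00406) and CLU (-0.57 ± 0.15, adjusted p = 0.017) fell with it as well. These 3 were not shown to differ between the mimics (adjusted p = 0.197, 0.312 and 0.239), and CLU was not past the threshold with miR-92a on the summed libraries (adjusted p = 0.137). Nor was CBX5 shown to differ between the mimics (adjusted p = 0.0605), whereas CFL2 was lower with miR-200c (adjusted p = 2.84e-19). The 100 genes became 56 on the summed libraries, 54 of them among the 100; 62 on thinned counts; 62 without replicate 5 and 66 without replicate 6.

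**Figure D4:**
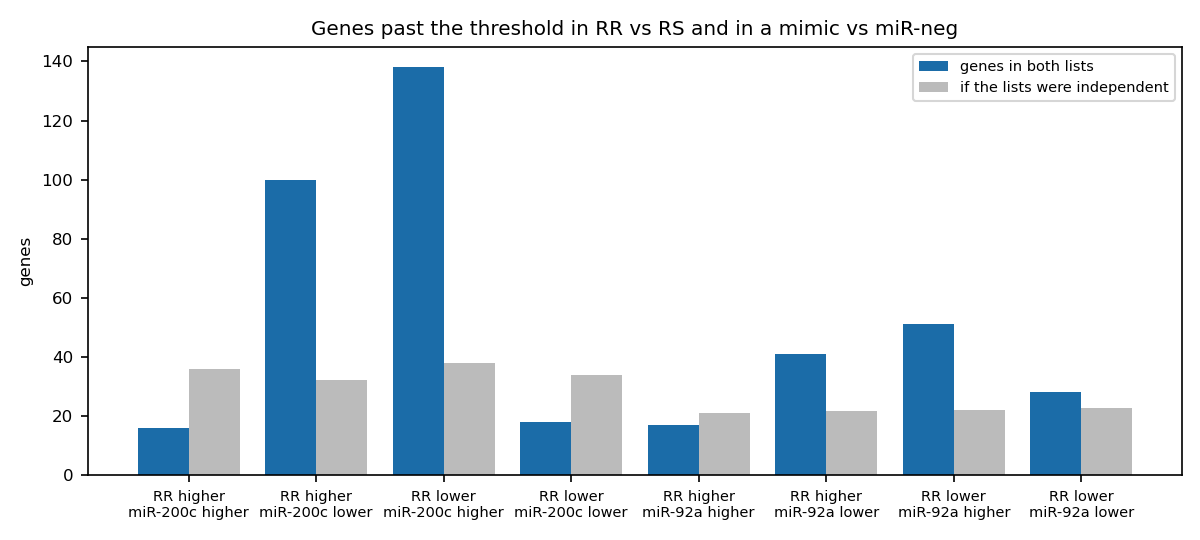
Number of genes (vertical axis) past an adjusted p of 0.05 in RR against RS and in a mimic against miR-neg, by direction in each; blue bars are observed and grey bars the number expected if the lists were independent. Opposite directions exceed the grey bars for miR-200c (100 against 32.2 and 138 against 37.8) and, by less, for miR-92a (41 against 21.5 and 51 against 22.0).

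The miR-92a mimic lowered GTF2E2, a subunit of the general transcription factor TFIIE, (-1.93 ± 0.12, adjusted p = 3.57e-15, n = 6 against 6), ERGIC2, a protein of the secretory pathway, (-1.38 ± 0.11), SELENOT, a selenoprotein, (-1.20 ± 0.10) and ASPH, aspartyl beta-hydroxylase, (-0.97 ± 0.08). PTPMT1, a mitochondrial phosphatase, was higher by 1.54 ± 0.14 and BANF1, which binds chromatin at the nuclear envelope, by 0.90 ± 0.09. Every miR-92a library lay beyond every miR-neg library for these genes. This held for all 16 genes chosen by smallest p in this comparison, so it follows from the choice and is no further support. PTPMT1 and BANF1 were also lower in miR-neg than in each of the other 3 groups of RR cells, untransfected RR included. Their rise need therefore not be an effect of miR-92a. EPCAM fell (-0.61 ± 0.10, adjusted p = 8.00e-05).

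Of 10 targets of miR-92a known from the literature the integrins ITGA5 (-0.88 ± 0.17) and ITGAV (-0.92 ± 0.26) fell and 8 did not pass (3 adjusted over the list alone, camera adjusted p = 0.00424, and adjusted p = 0.156 with an estimated correlation). Of 25 cholesterol synthesis genes 5 rose and 0 fell (5 adjusted over the list alone, camera adjusted p = 0.00424, and adjusted p = 0.728 with an estimated correlation), among them MSMO1 (0.72 ± 0.14). The same list was lower in miR-neg than in untransfected RR (10 of 25 lower, median -0.46), and against untransfected RR 4 of 25 were lower with miR-92a and 0 higher (median -0.10, camera adjusted p = 0.131). Epithelial genes fell in 3 of 23 cases (3 adjusted over the list alone, camera adjusted p = 0.0162, and adjusted p = 0.531 with an estimated correlation) and mesenchymal genes in 2 of 19 (3 adjusted over the list alone, camera adjusted p = 0.0101, and adjusted p = 0.11 with an estimated correlation), the latter ITGA5 and AXL, a receptor tyrosine kinase (-1.15 ± 0.32). The 1124 genes with the site GTGCAAT were lower than the 7423 others by a mean of 0.17 (-0.171 ± 0.0129, permutation p = 1e-05, the smallest possible). In all, 582 genes differed, 287 higher and 295 lower, 90 of them by at least 1, and 287 on the summed libraries, of which 277 were among the 582.

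Both mimics were compared with the same 6 miR-neg libraries, which by itself makes their changes alike. The 2 sets of fold changes correlated at r = 0.418 over genes, below the mean of 0.566 in 20 simulations of unchanged groups against a common control, but their covariance (0.0501) was above that of the simulations (mean 0.0288, highest 0.0301). With both mimics 120 genes were higher and 48 lower. When the miR-neg libraries were split into 3 and 3, so that each mimic had its own control, 36.4 and 8.1 genes were shared on average over 20 splits and r was 0.154. Every such split divides a pair of consecutive libraries, so these controls were not fully separate. Fewer control libraries also lower the counts by themselves, and the simulations took the libraries as independent. PTPMT1 and MEST were among the top genes higher with both mimics, and PTPMT1 also had the smallest p among the genes lower in miR-neg than in RR.

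RR cells transfected with the control mimic differed from untransfected RR cells. No group was transfected without a mimic, so the mimic, the reagent and the handling cannot be told apart. PTPMT1 fell (-1.89 ± 0.14, adjusted p = 8.77e-14, n = 6 against 6), PDCD6, a calcium-binding protein, (-0.95 ± 0.09), BANF1 (-0.82 ± 0.09) and PDIA4, a disulfide isomerase of the endoplasmic reticulum, (-0.90 ± 0.12). MYH7B rose by 2.31 ± 0.13 and IFI44, an interferon-induced gene, by 1.57 ± 0.24. CDH1 was lower (-1.34 ± 0.29, adjusted p = 0.00353) and ZEB1 higher by 0.60 ± 0.17 (adjusted p = 0.0317), but neither was past the threshold on the summed libraries (adjusted p = 0.0511 and 0.0953). CBX5 (-0.19 ± 0.12) and CFL2 (-0.02 ± 0.07) did not differ detectably.

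Of 25 cholesterol synthesis genes 10 fell with the control mimic and 0 rose (12 adjusted over the list alone, camera adjusted p = 6.08e-08, and adjusted p = 0.665 with an estimated correlation), with FDPS (-0.58 ± 0.10), MSMO1 (-0.68 ± 0.13) and INSIG1 (-1.27 ± 0.26), the last of which was not past the threshold on the sums (adjusted p = 0.0797). Epithelial genes fell in 3 of 23 cases and rose in 1 (7 adjusted over the list alone, mean -0.40, camera adjusted p = 0.00356, and adjusted p = 0.665 with an estimated correlation). Each of the other lists past the preset test (G1/S, G2/M and NF-kB and cytokines, all up, and lysosome, down) had an adjusted p of at least 0.809 with an estimated correlation. In all, 505 genes differed, 228 higher and 277 lower, 92 of them by at least 1. This count was the least stable: 165 genes on the summed libraries (155 of them among the 505), 303 with the pair as a term, 287 on thinned counts, and 261, 263 and 252 without replicates 1, 5 and 6.

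Compared directly, miR-200c and miR-92a separated at EPCAM (1.95 ± 0.10, adjusted p = 2.84e-19), CFL2 (-1.47 ± 0.07), ESRP1 (3.05 ± 0.30), ARPC1A (-1.57 ± 0.09) and GTF2E2 (1.96 ± 0.12), with n = 6 against 6. ZEB1 was lower (-1.10 ± 0.18, adjusted p = 2.17e-05) and CDH1 higher by 1.70 ± 0.24 with miR-200c. CBX5 was not shown to differ between the mimics (-0.35 ± 0.13, adjusted p = 0.0605), nor was CLU (-0.29 ± 0.15, adjusted p = 0.239).

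Between the mimics 15 of 23 epithelial genes were higher with miR-200c (17 adjusted over the list alone, camera adjusted p = 6.80e-17, and adjusted p = 0.000375 with an estimated correlation) and 14 of 33 NRF2 targets lower (16 adjusted over the list alone, camera adjusted p = 2.10e-09, and adjusted p = 0.0128 with an estimated correlation; 0.108 on the summed libraries). Genes with the miR-200c site were lower by a mean of 0.08 (-0.083 ± 0.0104) and those with the miR-92a site higher by 0.18 (0.178 ± 0.0141; permutation p = 1e-05 each, the smallest possible). In all, 1069 genes differed, 567 higher and 502 lower with miR-200c, 192 of them by at least 1. In comparison, 628 passed on the summed libraries, 590 of them among the 1069, and 654 on thinned counts. The balance of higher and lower genes again depended on the scaling, with 726 and 350 by library size alone and 492 and 652 by the upper quartile.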

Values the study reported

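The study reported 934 mRNAs that differed between radioresistant and parental DU145 cells, 452 upregulated and 482 downregulated. With the miR-200c-3p mimic against the control mimic it reported 1114 mRNAs, 606 upregulated and 508 downregulated, and crossing predictions with the expression data left 19 potential targets. In both comparisons its pathway analysis of the differing mRNAs reported enrichment of the cell cycle and of non-homologous end joining. For CBX5 the study also reported RT-qPCR in both comparisons. In a luciferase assay in another cell line the miR-200c-3p mimic lowered a reporter with part of the CBX5 3′ region, and mutating the site abolished this. By western blot the mimic lowered HP1α protein in RR cells.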

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

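Single libraries stood far from the other 5 of their group at 4 of the 80 group values examined, and chance sets apart about 1 in 20. PRDX2 was at 489 CPM in RS replicate 5, against 643 to 680 in the others. CLU was at 219 in miR-200c replicate 2, against 143 to 164, and at 283 in miR-92a replicate 2, against 175 to 202. UBQLN1 was at 20.9 in miR-92a replicate 3, against 14.0 to 16.4.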

How the results depend on the processing

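The sums of consecutive libraries, thinning, untransfected RR as control and leaving out libraries that stood apart on a principal component were chosen after the results were seen; the other alternatives were planned. No named gene, list or seed-site difference reversed under the alternatives scored for it, which for lists were library size alone, the block, the estimated correlation and the sums. A named gene or list past the threshold in neither fit was scored as unchanged whatever its direction. Untransfected RR as control was scored for counts alone, and under it the cholesterol synthesis list turned from higher to lower with miR-92a (median 0.28 to -0.10) and with miR-200c (0.13 to -0.32). Summing consecutive libraries lowered every count, in part by construction, since it leaves 3 samples per group. The counts were 851 (RR against RS), 437 (miR-200c against miR-neg), 287 (miR-92a against miR-neg), 165 (miR-neg against RR; 303 with the pair as a term), 628 (miR-200c against miR-92a) and 56 for the overlap. Of 344 named calls 234 held on the sums and 110 did not. With an estimated correlation the lists past the threshold were 3, 4, 0, 0 and 4 in that order of comparisons (7, 9, 4, 6 and 10 with the preset), and 1, 3, 0, 0 and 2 on the sums.

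Thinning to the smallest library gave 875 (RR against RS), 567 (miR-200c against miR-neg), 287 (miR-neg against RR), 654 (miR-200c against miR-92a) and 62 (overlap); this loss shows how far depth limits the counts. The 12 libraries alone gave 886 in RR against RS. A minimum change of 0.5 left 838, 567 and 674 (RR against RS, miR-200c against miR-neg, miR-200c against miR-92a), and a minimum of 1 left 236, 129, 90, 92 and 192 in the order above. Untransfected RR as control gave 2272 for miR-200c and 1135 for miR-92a; the cause was not tested.

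Leaving out a replicate number gave 951 to 1200 (RR against RS), 586 to 790 (miR-200c against miR-neg), 402 to 439 (miR-92a against miR-neg), 252 to 475 (miR-neg against RR), 720 to 884 (miR-200c against miR-92a) and 62 to 88 (overlap). With replicate number as a block the counts were 1687, 1229, 735, 836 and 1334, and 138 for the overlap; same-numbered libraries correlated at r = -0.144 to 0.387, and 13 of 30 were closest to their own number. DESeq2 gave 1344, 904, 558, 524 and 1002. The seed-site differences ranged from -0.157 to -0.0363 (miR-200c) and from -0.324 to -0.0891 (miR-92a) over the alternatives and kept their side of the threshold.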

Other observations

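The tests on sums and splits of pairs, the search for 7-base words, and the tests of base composition and of transfection in pairs of libraries left out were chosen after the results were seen. Interferon response genes were split in RR cells: 8 of 37 fell and 2 rose (11 adjusted over the list alone, camera adjusted p = 0.366), among them ISG20 (-0.93 ± 0.16) and GBP1 (-1.65 ± 0.32), and with miR-200c 3 rose (3 adjusted over the list alone, camera adjusted p = 0.258), of which ISG15 (0.78 ± 0.21) was lost on the sums. Of 20 p53 response genes 4 fell in RR (4 adjusted over the list alone, camera adjusted p = 0.757, list median 0.07, mean 0.04), CDKN2A (-0.34 ± 0.07) and, lost on the sums, CDKN1A (-0.65 ± 0.21). Of 27 genes of the unfolded protein response 4 rose and 1 fell in RR (5 adjusted over the list alone, camera adjusted p = 0.106), and 5 rose and 1 fell with miR-200c (11 adjusted over the list alone, camera adjusted p = 0.000461, and adjusted p = 0.203 with an estimated correlation), with the chaperone HSPA5 at 0.43 ± 0.09 and 0.46 ± 0.09. Cholesterol synthesis genes rose in 4 of 25 cases in RR (6 adjusted over the list alone, camera adjusted p = 0.106).

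Among actin cytoskeleton genes 9 of 49 rose and 5 fell in RR (17 adjusted over the list alone, camera adjusted p = 0.655, median -0.04, mean 0.06), with TMSB4X, thymosin beta 4, at 1.06 ± 0.10. Mesenchymal genes rose in 3 of 19 cases and fell in 1 (4 adjusted over the list alone, camera adjusted p = 0.655, median -0.02, mean 0.14), with TGFBI at 1.46 ± 0.15. Of 22 heterochromatin genes 2 rose and 1 fell (5 adjusted over the list alone, camera adjusted p = 0.655), and targets of miR-200c rose in 3 of 25 cases (3 adjusted over the list alone, camera adjusted p = 0.302), of which CFL2 held on the sums. Targets of miR-92a rose in 3 of 10 cases (3 adjusted over the list alone, camera adjusted p = 0.0568), and genes with the miR-92a site were slightly higher in RR (difference 0.05, 0.0463 ± 0.0126, adjusted p = 0.0193 over 10 permutation tests). Mitochondrially encoded genes were not listed, and markers of blood cells were too low to test. Of the fibroblast and endothelial markers 3 were tested, with 0 past the threshold in RR (camera adjusted p = 0.773), as were 2 luminal prostate genes (0 past the threshold) and the neuroendocrine marker NEFM, which was lower with miR-92a than with miR-neg (-2.01 ± 0.44, adjusted p = 0.00194) at 4.18 and 1.04 CPM.

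Whether libraries 1 and 2, 3 and 4, and 5 and 6 of a group may share a culture or a day of work cannot be read from the labels, but their resemblance is in line with it, and fits on their sums gave 851 genes in place of 1374 in RR against RS. Among 100 of the 462 splits of the 12 libraries, the number with as many genes as the real one, itself included, was 1 for RR against RS (1374, highest other 1241), 1 for miR-200c against miR-neg (934, highest other 164), 1 for miR-92a against miR-neg (582, highest other 48), 2 for miR-neg against RR (505, highest other 643) and 1 for miR-200c against miR-92a (1069, highest other 220). By these shares chance would be excluded only if the 12 libraries were exchangeable, which their resemblance in pairs argues against, and the 643 genes, for RR replicates 1, 2, 5 and 6 with miR-neg 2 and 3 against the rest, point to a structure of the samples. Splits that keep pairs whole number 10, too few for a share under 0.05: the real and highest other counts were 788 and 828, 465 and 0, 313 and 0, 162 and 3, and 629 and 0 in the same order. The 828 genes, for RS libraries 1 to 4 with RR 3 and 4 against the rest, point to a structure of the RR and RS samples.

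Genes with TGACGTA in the 3′ region were lower in miR-neg than in RR (difference -0.187 ± 0.0299), a pattern found by scoring all 16050 words present in at least 50 genes (z = -6.73, 130 genes, with -5.16 the lowest of 1000 shuffles of genes). It was not alone, since GACAGTA (z = -6.36, 758 genes, difference -0.0721 ± 0.0128) also lay below every shuffle, and genes with that word were higher with miR-92a than with miR-neg (0.0554 ± 0.0134, permutation test, p = 6e-05) but not detectably so with miR-200c (0.0128 ± 0.014, permutation test, p = 0.574). When the lowest word was picked in 2 pairs of libraries and tested in the pair left out, TGACGTA was picked each time, and base composition is argued against, since 0 of 179 words of the same bases with CG scored as low in any pair left out. Transfection in general as the whole cause is argued against by the difference between the other mimics and miR-neg in the pairs left out (0.116 ± 0.0262 with miR-200c, the smaller mean), but a part in it stays open, since against untransfected RR genes with the word were lower with miR-92a (-0.0768 ± 0.0302, permutation test, p = 0.0281), though not detectably with miR-200c (-0.0672 ± 0.0359, permutation test, p = 0.113). A seed match of the control mimic, whose sequence is not given, may underlie the pattern but cannot be told apart from other causes, as these differences were neither near 0 nor as large as with miR-neg.

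NRF2 targets were higher in RR than in RS and lower with miR-200c than with miR-neg (medians 0.57 and -0.33), a list singled out after all lists had been seen. On counts thinned to equal depth the median was -0.36 (-0.359). Thinning keeps each gene's expected share of a library, so this value cannot decide whether depth played a part. A response to the control mimic is argued against by a median of -0.40 (-0.401) against untransfected RR. Whether miR-200c sites in the members account for it cannot be told apart from an indirect effect: the 29 members without a site had a median of -0.23 (-0.232) and the 4 with a site -0.55. Within the 3 pairs of libraries the median with miR-200c was -0.41, -0.29 and -0.20, but the list test with an estimated correlation was lost on the sums. The mimic may therefore lower NRF2 targets, as a hypothesis that needs independent cultures.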
